A study of Mus musculus with 2 samples. Its data were reported in "Mechanisms of gene regulation by SRCAP and H2A.Z" (2026).

How the data were processed

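SRCAP is the catalytic subunit of a chromatin remodeling complex that exchanges histone H2A for the variant H2A.Z. SYAT cells are mouse embryonic stem cells in which SRCAP carries the fluorescent protein YPet and an auxin-inducible degron, and which express the plant receptor OsTir1, so that auxin leads to degradation of SRCAP. CUT&Tag with an anti-GFP antibody, which recognises YPet, maps the tagged protein by directing the Tn5 transposase to it. Per the labels, 200000 cells were used per sample, transposition lasted 1 h, and cells were kept with auxinole, an inhibitor of the auxin response, as the control condition. Both samples belong to 1 group, SYAT cells in the control condition, and differ by the replicate number in their titles. No comparison between groups could be made, and auxin-treated cells and a control library were not analysed here.

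For each sample, the authors deposited a list of peaks called in that sample alone with MACS2 from paired-end fragments, with chromosome, start, end, name and a score. The score of a peak is the value of the authors' peak caller and was used here only to describe, rank or filter peaks within a list. In both lists it was a whole number with a minimum of 13, which is 10 times the −log10 of a q-value of 0.05 cut to a whole number, and it was read as such. The lists hold no fold enrichment, summit, pileup or read number, so sequencing depth was unknown and the score took the place of fold enrichment, as provided for before the data were examined. The methods of the study describe ChIP-seq and CUT&Tag analysis under 1 heading: alignment to mm10 with STAR keeping unique alignments, removal of duplicates, a filter for chromosomes 1 to 19, X and Y, downsampling by Drosophila reads and exclusion of blacklisted regions. The reporting form of the study gives 1 MACS2 command, with an input library as control, in its ChIP-seq part, which also lists the anti-GFP antibody for CUT&Tag. Which of these steps were applied to these lists, and whether such a control was used in calling them, is not known, and 6 mitochondrial peaks in each list are outside the chromosomes that this filter keeps. A q-value depends on depth, so the number of peaks and their scores are not comparable between libraries of unknown depth.

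Coordinates are those of mm10. The sequence used here was GRCm38, the same assembly, and genes came from GENCODE mouse release 21, which differs from the TSS list that the study used for promoters. A promoter was the window from 1000 bp upstream to 500 bp downstream of the TSS of any annotated transcript. Peaks were shared if they overlapped a peak of the other replicate by at least 1 bp. Random expectation came from 999 placements of the peaks within their chromosomes with widths kept and assembly gaps avoided. Scores of shared and single-replicate peaks were compared by a two-sided permutation test of the difference of medians with 100000 resamples. The rank correlation of shared pairs used the strongest partner, a permutation test with 100000 resamples, and an interval from 2000 resamples of whole chromosomes. Promoter shares of shared and single-replicate peaks were compared by two-sided Fisher's exact tests. Features were assigned to peak midpoints in the order promoter up to 1 kb, promoter 1 to 2 kb, 5′ UTR, 3′ UTR, other exon, intron and intergenic. GC content was measured in 500 bp around the midpoint. The p-values of the 11 planned tests were adjusted by the Benjamini-Hochberg method. Intervals of shares are 95% Wilson binomial intervals and cover counting error only. Peaks of 1 library are not replicates, so every test across peaks describes these 2 libraries.

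The peaks named in the text followed a rule fixed at the same time: the 10 shared peaks with the best worst rank by score in both lists, with the gene of the nearest TSS, and a panel of 17 genes that the study discusses. Alternatives covered the overlap rule, a score of at least 50, equal list lengths, the promoter window, protein-coding transcripts, the random placement, merging of peaks under 500 bp apart, peak width in place of the score, and leaving out each replicate. One alternative, without mitochondrial peaks and peaks at least 50% soft-masked (repeat sequence in the assembly), was added after the data had been seen. The alternative with the summit could not be run, and ranking by −log10 q was identical to ranking by the score.

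The code was tested on simulated data before use. All 500 overlaps planted in a simulated list of 6152 peaks were found, and 2% of 200 randomly placed lists reached a p of 0.05 or less. With score labels drawn at random 200 times, 0% reached it in the test of medians, which was therefore conservative in this simulation. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9 and bedtools 2.31.1.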

Results

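SRCAP-YPet was mapped by CUT&Tag in SYAT cells of the control condition in 2 replicates. The peak list of replicate 1 held 6158 peaks and that of replicate 2 held 12958 peaks, a mean of 9558 ± 4808 (SD, n = 2) and a ratio of 2.10. The median peak width was 327 bp in replicate 1 and 365 bp in replicate 2. The median score was 32 and 36, and scores ranged from 13 to 4910 in replicate 1 and from 13 to 6452 in replicate 2. Raising the minimum score to 50 left 1275 and 3879 peaks. The lists give no read numbers, so it is unknown how much of the difference in peak number reflects depth.

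To ask how far both replicates found the same sites, the lists were overlapped in both directions. Of the replicate 1 peaks, 56.0% (95% interval 54.8 to 57.3%) overlapped a replicate 2 peak, against a mean of 0.483% for random placements. Of the replicate 2 peaks, 26.6% (25.8 to 27.4%) overlapped a replicate 1 peak, against 0.233% for random placements. Both one-sided permutation tests gave p = 0.001, the smallest value that the number of placements allows (Benjamini-Hochberg adjusted p = 0.001 over 11 tests). Merging both lists gave 15658 regions, of which 3441 were covered in both replicates, 2706 in replicate 1 only and 9511 in replicate 2 only. The share for replicate 2 moved most when each list was reduced to its 3079 strongest peaks, to 43.3%. With these shorter lists the share for replicate 1 fell to 43.4%. The share for replicate 1 was 39.7% among peaks outside promoters.

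Shared peaks had higher scores than single-replicate peaks. The median score was 38 for shared and 23 for single-replicate peaks in replicate 1, and 57 and 32 in replicate 2 (two-sided permutation tests, p = 1e-05 each, the smallest value possible, adjusted p = 2.2e-05). Between the lowest 10% and the highest 10% of peaks by score, the shared percentage went from 18.3% to 92.9% in replicate 1 and from 4.01% to 71.9% in replicate 2. Across the 3451 shared pairs, the scores of both replicates had a Spearman rho of 0.424 (95% interval 0.395 to 0.454 by resampling chromosomes, permutation p = 1e-05, adjusted p = 2.2e-05) and a Pearson r of 0.524 on log10 scores. This correlation is across peaks, which are not independent replicates. With peak width in place of the score, rho was 0.367.

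**Figure D1:**
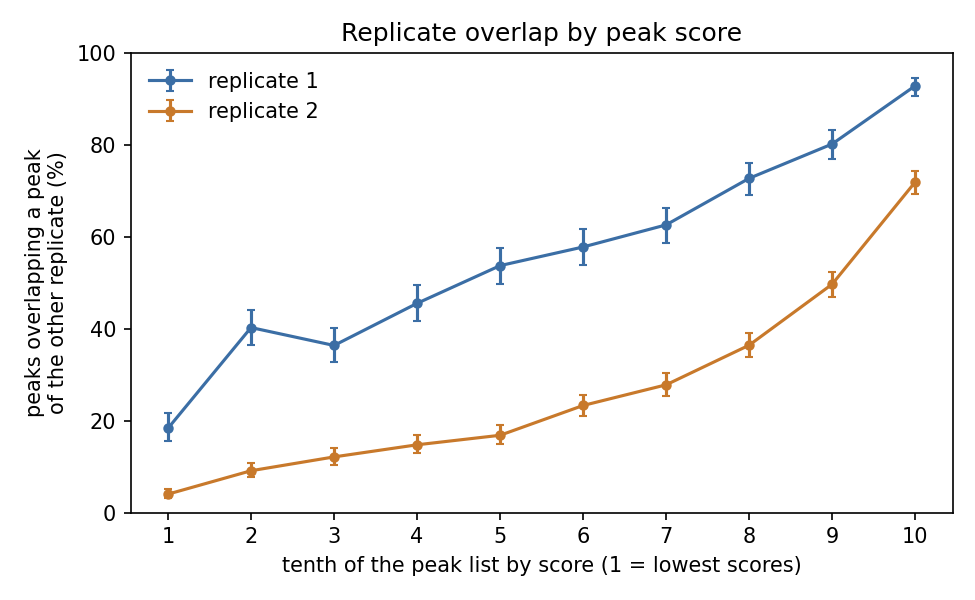
Percentage of peaks overlapping a peak of the other replicate (y axis) in each 10% of the peak list ordered by score (x axis, lowest scores at 1), with 95% Wilson intervals as error bars. The percentage was lowest among the 10% with the lowest scores, at 18.3% in replicate 1 and 4.01% in replicate 2, and highest among the 10% with the highest scores, at 92.9% and 71.9%, with tied scores split by position.

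The study asked whether SRCAP lies at promoters. Promoter windows were overlapped by 54.4% of the replicate 1 peaks (53.1 to 55.6%) and 51.9% of the replicate 2 peaks (51.0 to 52.7%). Random placements gave means of 6.03% and 6.10%, a ratio of 9.02 and 8.49 (one-sided permutation tests, p = 0.001 each, adjusted p = 0.001). The placements were random within each chromosome and no control library was analysed. The test therefore cannot tell SRCAP from a preference of the method itself for promoters. When the peak had to contain a TSS, the shares were 34.7% and 35.1%, the largest shift for replicate 1. For replicate 2 the largest shift was to 69.0%, among its 3079 strongest peaks. Of 21938 protein-coding genes, 15.7% had a promoter peak in replicate 1, 30.4% in replicate 2 and 12.0% in both replicates.

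Shared peaks lay at promoters more often than single-replicate peaks. In replicate 1, 67.7% of shared and 37.4% of single-replicate peaks overlapped a promoter, an odds ratio of 3.51 (two-sided Fisher's exact test, p = 1.51e-125, adjusted p = 1.67e-124). In replicate 2, the shares were 67.7% and 46.1%, an odds ratio of 2.45 (two-sided Fisher's exact test, p = 1.34e-106, adjusted p = 7.34e-106). When sharing required an overlap of at least 50% of both peaks, the odds ratios were 2.40 and 2.13. The promoter share also depended on the score. It was 25.3% among the lowest 10% of replicate 1 peaks by score and 68.3% among the highest 10%. In replicate 2 these shares were 20.6% and 71.5%. Shared and single-replicate peaks were not matched by score, so peak strength may account for the odds ratios.

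Peak midpoints were then sorted by genomic feature. A mean of 53.7% ± 1.64 (SD, n = 2) lay within 1 kb of a TSS, 16.8% ± 0.657 in introns and 23.4% ± 0.574 between genes. In replicate 1, random placements put 6.36% of midpoints within 1 kb of a TSS, 37.1% in introns and 48.6% between genes, and the means for replicate 2 were 6.33%, 37.1% and 48.7%. The remaining features each held less than 4% of midpoints in both lists. With protein-coding transcripts only, the mean share within 1 kb of a TSS was 47.6%.

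**Figure D2:**
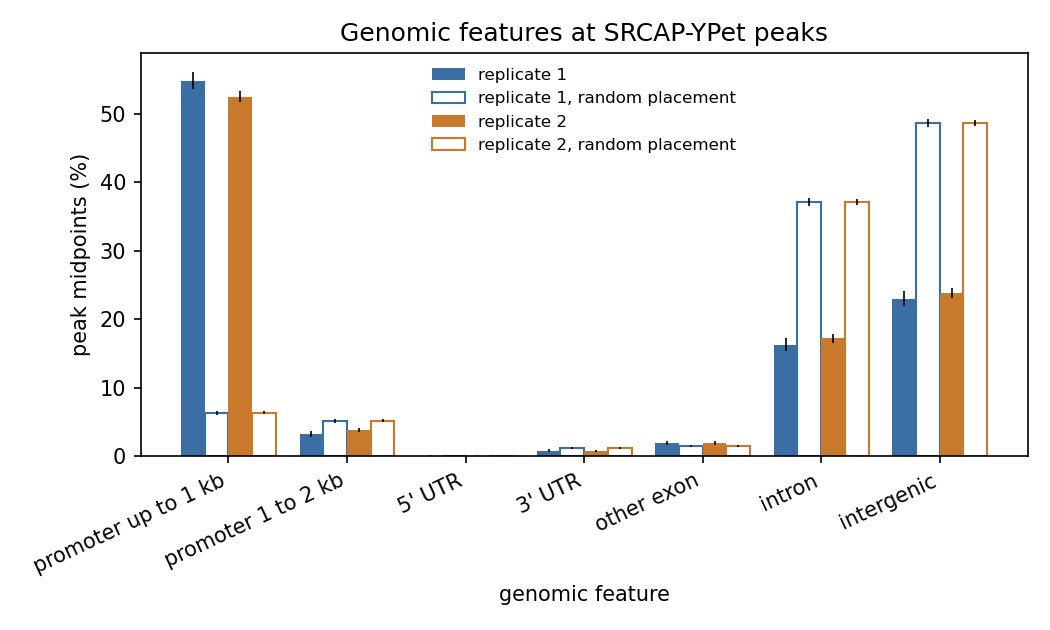
Percentage of peak midpoints (y axis) in each genomic feature (x axis). Filled bars show the peaks of each replicate with 95% Wilson intervals, and open bars the mean ± SD of random placements. In replicate 1, 54.8% of midpoints lay within 1 kb of a TSS against 6.36% at random, and in replicate 2, 52.5% against 6.33%.

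Peak density differed between chromosomes. Chromosome 8 held 3.90 peaks per Mb in replicate 1 and 7.12 in replicate 2. The other autosomes together held 2.40 and 5.13 peaks per Mb, a ratio of 1.62 (1.48 to 1.78) and 1.39 (1.30 to 1.49). In replicate 2, chromosome 11 was denser, with 7.21 peaks per Mb. The X chromosome held 1.16 and 2.39 peaks per Mb, a ratio to the autosomes of 0.466 (0.403 to 0.538) and 0.456 (0.412 to 0.504). The Y chromosome held 16 peaks in replicate 1 and 28 in replicate 2. Among peaks with a score of at least 50, the ratio for chromosome 8 was 2.34 in replicate 1 and 1.60 in replicate 2.

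**Figure D3:**
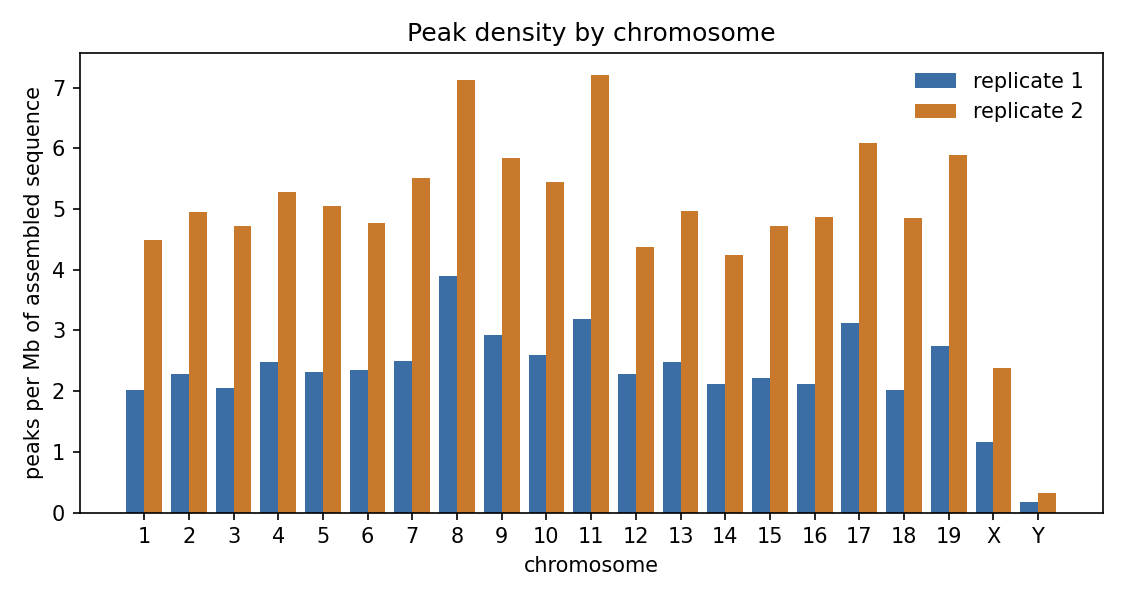
Peaks per Mb of assembled sequence (y axis) on each nuclear chromosome (x axis) in each replicate, 1 bar per list. Chromosome 8 reached 3.90 and 7.12 peaks per Mb, and the X chromosome 1.16 and 2.39.

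The median GC content around peak midpoints was 59.6% in replicate 1 and 58.4% in replicate 2, against means of 41.7% for the medians of random placements in each (one-sided permutation tests, p = 0.001 each, adjusted p = 0.001). Peaks outside promoters had medians of 54.8% and 52.8%, above the 41.4% of placements outside promoters. As for promoters, these tests cannot tell SRCAP from a preference of the method itself.

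Of the 17 panel genes, 6 had a promoter peak in replicate 1, 7 in replicate 2 and 3 in both. The 3 genes were Srcap, Zfp42 and Nfya. At Srcap, a peak spanned positions 127511897 to 127512346 of chromosome 7 in replicate 1 (score 50) and 127511760 to 127512346 in replicate 2 (score 132). The midpoints were 10 bp and 26 bp downstream of different TSSs of the gene, at 127512112 and 127512027. At Zfp42 on chromosome 8, the peaks were at 43306839 to 43307081 (score 23) and 43306693 to 43307259 (score 64). At Nfya on chromosome 17, they were at 48409554 to 48410183 (score 41) and 48409772 to 48410332 (score 67). Ep400, Trim28 and Gata3 had a peak in replicate 1 only, and Pou5f1, Sox2, Yy1 and Nrf1 in replicate 2 only. No promoter peak was called at Nanog, Myc, Zbtb33, Gata6, Bmp4, Meis1 and Lefty2, which does not show absence of SRCAP at this unknown depth.

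The strongest shared peaks lay largely in repeated or mitochondrial sequence. The first by rank was at 98666287 to 98667306 of chromosome 2, in the promoter region of Gm10800, with scores of 4910 and 6452, and 84.2% of its bases were soft-masked. The second was at 35305222 to 35305589 of chromosome 9, in an intron with Gm33838 as the nearest gene, with scores of 1540 and 2351. The third was at 3192799 to 3193523 of chromosome 11, 246 bp from a TSS of Sfi1, with scores of 847 and 1209. Of the other 7, 2 were mitochondrial, and the nearest genes of the remaining 5 were Gm28438, Gm21738, Gm10801, Gm10060 and Gm6877. Without mitochondrial peaks and peaks at least 50% soft-masked, an alternative chosen after the data had been seen, 3 of the 10 remained.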

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

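The alternative without mitochondrial peaks and peaks at least 50% soft-masked was chosen only after the data had been seen. Across 31 results and 137 alternatives, 116 values stayed within the bounds for their kind, which were the direction and the side of the threshold for a tested result, 1 SD or the 95% binomial interval for a value without a test, and 1.5-fold for a count. The other 21 values moved past these bounds, and no direction was reversed. Some of the 116 values could not move. Changing only how random placements are made leaves the observed share as it is. The length of the shorter list keeps all of replicate 1, so its promoter share and chromosome ratios cannot change. The permutation tests gave the smallest p-value possible under every alternative run, so their p-values cannot show how stable a result is. The sizes did change. With the lists at equal lengths, the overlap of replicate 2 peaks was 42.8% and 43.3%, against 26.6%. That of replicate 1 peaks fell to 43.0% and 43.4%, against 56.0%. The promoter share of replicate 1 was 34.7% with a TSS inside the peak, against 54.4%. The cause of the shifts below was not tested unless the alternative itself removes peaks or transcripts.

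A minimum score of 50 removed most peaks, leaving 1275 and 3879, with median widths of 421 and 477 bp. Under it the density ratio of chromosome 8 was 2.34 and 1.60, and that of the X chromosome 0.357 and 0.398. With each list reduced to the length of the shorter list, the ratio of chromosome 8 in replicate 2 was 1.502. At 50% of that length, it was 1.65 in replicate 2, and that of the X chromosome was 0.378 in replicate 1 and 0.379 in replicate 2. Without mitochondrial peaks and peaks at least 50% soft-masked, the X ratio was 0.318 and 0.344, and 3 of the 10 strongest shared peaks remained. Ranking by width kept 1 of the 10.

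With protein-coding transcripts only, the mean share of midpoints within 1 kb of a TSS was 47.6% and that between genes 30.5%, since fewer TSSs and genes are counted. With any overlap in place of the midpoint, the intron share was 15.7%. Requiring a TSS inside the peak left 4 panel genes in replicate 2.

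Leaving out 1 replicate leaves a single list, so each mean becomes the value of the other list. The number of peaks then ranged from 6158 to 12958, the promoter share from 51.9% to 54.4%, and the median GC content from 58.4% to 59.6%. With 2 replicates such a value always lies within 1 SD of the mean, so this says nothing about stability, although 6158 peaks are over 1.5-fold below the mean of 9558. No paired analysis was possible because there is 1 group. The summit alternative was not run, and ranking by −log10 q is the same as ranking by the score. Depth is unknown, which limits every statement about peaks found in 1 replicate only.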

Other observations

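Tests chosen only after the result was seen were those on chromosome 8, the X chromosome, identical peak borders, single-replicate peaks, the side of the TSS overall and by distance and the strongest peaks, as well as the shifted gene order for gene families, and for the overall side of the TSS and the strongest peaks the choice of peaks was changed after a first result. The lists hold 1 group, so no biological explanation was tested between groups.

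The density on chromosome 8 was compared with that expected from the number of TSSs, GC content and soft-masked share of 1 Mb bins, in a Poisson model fitted without the chromosome in question. Observed over expected peaks were 1.61 in replicate 1 and 1.37 in replicate 2, above the highest of the other autosomes, 1.09 and 1.13, which argues against these properties as the cause. Adding a squared GC term gave 1.63 and 1.39. The excess was not limited to a few clusters, since 13 of 13 windows of 10 Mb in replicate 1 and 11 of 13 in replicate 2 held more peaks than expected. It was found for promoter peaks (1.64 and 1.30) and for other peaks (1.57 and 1.45), each above every other autosome. An extra copy of chromosome 8 in some or all cells may explain this, as a hypothesis that these values do not decide. Copy number was not measured here. A control library at peak calling would largely correct for it, and the study's reporting form gives a command with one, but it is not known whether this covers the CUT&Tag lists. A difference in chromatin along the whole chromosome stays open too.

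On the X chromosome, observed over expected peaks were 0.604 in replicate 1 and 0.616 in replicate 2, below the lowest autosome, 0.713 and 0.756. Promoter peaks gave 0.604 and 0.683, below every autosome. Other peaks gave 0.585 and 0.565, but in replicate 1 chromosome 7 was lower, at 0.565, so for peaks outside promoters gene and base content are not excluded. A single copy of the X chromosome is a candidate explanation that stays undecided, because chromosome 7 was also below expectation for both kinds of peak and a control library at peak calling is not known. The labels give no sex for the line. Peaks on the Y chromosome, 16 in replicate 1 and 28 in replicate 2, would go with a single X chromosome. Of these, 0 and 2 lay at promoters, and mappability of unique reads was not measured, so they do not decide it.

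The 10 strongest shared nuclear peaks had a median of 68.8% of their 31-mers elsewhere in the assembly. For 10 shared peaks drawn at random, the upper bound of the central 95% of that median was 28.4% (10000 draws, one-sided permutation p = 0.0022). The first choice, the 8 nuclear peaks among the 10 named peaks, had given 58.6%. Multi-copy sequence may therefore contribute to these scores, but how far is undecided. In 7 of the 10 peaks the 31-mers had a median of only 1 to 4 copies in the assembly, and the peak at Sfi1 had 0% elsewhere. The other 3 had medians of 2070.5 to 2888 copies. Copies in the assembly need not equal copies in a cell, and copies in the mitochondrial genome were not told apart from nuclear ones. Copies missing from the assembly were not tested.

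Among 3457 overlapping pairs, 219 had identical left borders and 193 identical right borders, against a mean of 12.9 pairs at each other offset within 25 bp. Among peaks less than 50% soft-masked, the left border still coincided 15.2 times as often as at other offsets, which argues against multi-copy sequence. Both borders coincided in 17 pairs, against 12.2 expected from the single rates (two-sided Fisher's exact test, p = 0.168), so fragments shared between libraries are not needed for this count. The test covers only pairs in which both borders coincide. Shared fragments that set each border separately would not be seen by it, so their part in the single coinciding borders stays open. Coinciding borders had a higher score for the base pattern of other borders, by 1.56 bits (two-sided permutation p = 1e-05, the smallest possible). Insertion preference of the transposase may place borders at the same base in both libraries.

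Single-replicate peaks were not placed at random. Their promoter share was 37.4% in replicate 1 and 46.1% in replicate 2, against 5.78% and 5.97% for random placements (one-sided permutation tests, p = 0.001 each, the smallest possible). Many of them may be sites that the other library did not pass the threshold for, which the lists cannot show without depth. A preference of the method itself for promoters is not excluded either.

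Midpoints within 1000 bp of a protein-coding TSS with no opposite TSS within 2000 bp lay downstream in 51.9% of cases in replicate 1 (two-sided exact binomial test, p = 0.0734) and 53.2% in replicate 2 (p = 1.67e-05). These totals hide opposite shifts by distance. At 1 to 200 bp from the TSS, 56.96% and 58.3% lay downstream, and at over 200 to 400 bp 38.0% and 39.3%. Where no other TSS lay within 2000 bp, the shares were 53.8% (two-sided exact binomial test, p = 0.284) and 59.7% (p = 2.76e-05) at 1 to 200 bp, and 46.9% (p = 0.504) and 50% (p = 1) at over 200 to 400 bp. The shift farther out was thus not seen there, and the one near the TSS passed the threshold in replicate 2 only, where more peaks were left. Neighbouring TSSs of a gene affect which TSS is nearest, which may matter for the shift farther out. They do not account for the 59.7% in replicate 2, where no other TSS lay within 2000 bp. Since this shift passed the threshold in 1 library only, placement without regard to strand stays open.

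Gene families, chosen by symbol, were compared with random sets of protein-coding genes of the same size, of which 12.0% had a promoter peak in both replicates. Among Zfp genes the share was 20.3% of 365, and among olfactory receptor genes 0.274% of 1093 (two-sided permutation tests, adjusted p = 0.0005 each over 5 families). Both held in a permutation test that shifted gene order to keep clusters together (adjusted p = 0.0005 each). Of 39 Hox genes, 0 had a peak in both replicates, 0% (permutation test, adjusted p = 0.0227). With clusters kept together the adjusted p was 0.0677, so this lower share cannot be told apart from chance. In either replicate, 2 Hox genes (5.13%) had a promoter peak, against 34.0% of all protein-coding genes, a difference that was not tested. The shares of ribosomal protein genes (7.59%) and histone genes (7.46%) in both replicates lay within those of random sets. Counting peaks in either replicate, their shares were 31.6% and 46.3%, also untested. Reads shared between family members were not tested as a reason for low shares. The random sets were not matched for expression or promoter base content. The study reports a preference of SRCAP for active TSSs, so promoter activity is not excluded as a reason for the family differences.

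Certain score values were far more common than their neighbours. In replicate 1, 692 peaks had a score of 23, against a median of 135.5 at scores up to 3 away, and in replicate 2, 911 peaks had a score of 14, against 89.5. Peaks at common values had promoter shares of 35.7% and 26.5%, against 60.7% and 49.1% at neighbouring values, so the score does not order peaks evenly. A genome-wide background value used by the peak caller was tested through nearby peaks. Outside promoters, 0.984% of peaks at common values in replicate 1 had another peak within 5 kb, against 1.69% at neighbouring values (two-sided Fisher's exact test, p = 0.205), and 2.53% in replicate 2, against 4.79% (p = 0.000311). The direction was as this explanation requires in both lists, but the difference was past the threshold in 1, and a control library at peak calling is not known, so it stays undecided.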
